A study of Mus musculus with 2 samples. Its data were reported in "Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells" (2020).

How the data were processed

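Single-cell RNA-seq was performed on endothelial cells from the dorsal aorta region of mouse embryos at embryonic day 10.5, the stage at which clusters of blood cells form inside the vessel. Embryos came from matings of Sp3 heterozygous parents on a mixed C57Bl6/J x B6129SF1/J background, and cells of the same genotype were pooled before sorting. The sort kept Ter119-negative, CD41-low or negative cells that carried CD31, CD144 and ESAM. Each genotype was captured once with the Chromium 3' version 3 kit, which tags the 3' end of polyadenylated transcripts with a unique molecular identifier (UMI). There was thus 1 wild-type and 1 SP3-null library, each a pool of embryos whose number was not given in the sources used here.

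The authors aligned the reads to the mm10 (GRCm38) mouse genome with Cell Ranger, whose version was not given in the sources used here, and they removed barcodes with fewer than 1000 UMIs or 1000 detected genes. They took out contaminating types such as erythroid progenitors, placed the other cells on a published map of the endothelial to hematopoietic transition (EHT), assigned each cell the majority class of its nearest reference cells with ties broken at random, and told arterial from venous endothelium by a score over arterial and venous genes. The deposited values are raw counts of UMIs per gene and cell, with no normalization. The deposited table of cells gives the library of each cell, its total count of UMIs, its class, and the fraction of its UMIs that the authors took as mitochondrial. The deposited values of 2 other columns of that table were not used. Cells and genes of the matrix followed the order of the tables, and the matrix sums per cell lay 0 to 197 UMIs below the deposited totals, 0.145% of all UMIs. The lowest number of detected genes per cell in the matrix was 998. The class names were used as deposited, although the deposited table holds many more arterial cells than the study lists, for a reason not found. Sexes and numbers of the pooled embryos were not used here.

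For each library, raw UMIs were summed over the endothelial cells of both arterial and both venous classes, conflux AE and pre-HE, and divided by the summed total to give CPM, the UMIs of a gene relative to all UMIs of the sum. The class that the deposited table calls other endothelium was left out of that sum and used as an alternative. A log2 ratio compares the SP3-null with the wild-type CPM. CPM carry exact Poisson intervals, ratios exact conditional intervals, and shares of cells exact Clopper-Pearson intervals, all at a level of 95%. Differences of shares carry intervals combined from the exact bounds by Newcombe's method. These intervals cover counting error only. With 1 library per genotype no test was made, and no difference below has a replicate check.

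Gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Named are Sp3, the 12 highest and the 12 lowest ratios among genes with at least 200 UMIs over both libraries, genes that the study names for these cells, and for each list its members with the most UMIs together with its highest and lowest ratio. A list is described by the median log2 ratio of members with at least 50 UMIs over both libraries, and by its percentile among 10000 random lists of equal size matched on expression, as a description of these libraries. The range of a list median under counting error came from Poisson resampling of its UMIs. Expression within a class was given for classes with at least 30 cells in each library. Gene coordinates are those of the GRCm38.p6 gene table, in which 9853 of the 10146 genes with 200 UMIs were found by symbol.

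The steps for ratios and shares were tested on simulated data first. In counts drawn from the summed endothelial profile at the real totals, 95.6% of 9946 genes with no difference, 96.0% of 50 genes 1 log2 unit higher and 94.0% of 50 genes 2 log2 units higher had their true value inside the interval. Counts drawn from a summed profile hold no spread between cells. The simulation therefore checks the computation, and not whether the intervals hold where UMIs cluster in few cells. Doublets were scored per library with Scrublet in scanpy 1.11.5. It called 1 of 8405 cells, 0.0119%, which means that the caller did not work on these cells, and doublets therefore remained in all values. Chosen after seeing the data were leaving out the 5% of cells with the highest doublet scores, leaving out cells with neural or macrophage markers, adding other endothelium to the sum, leaving out the 3 pre-HE cells with the most UMIs of a gene, and the same filters of cells for Wnt-high shares. Other alternatives were edgeR 4.0.16 TMM factors and DESeq2 1.42.0 size factors in place of totals, equal weights for cells or classes, other sets of cells, other UMI minimums, limits on UMIs and mitochondrial share per cell, and thinning of each cell to 5000 UMIs. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3.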

Results

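To learn which cells and transcripts differ when the transcription factor SP3 is missing, sorted aortic endothelial cells of wild-type and SP3-null embryos were compared. The wild-type library held 4451 cells with 79456081 UMIs and a median of 14664 UMIs per cell. The SP3-null library held 3954 cells with 71154918 UMIs and a median of 15638.5 UMIs per cell. Median mitochondrial shares were 5.39% and 4.94%. The classes follow the EHT trajectory from arterial endothelium (AE), split by Wnt target expression into Wnt-high and Wnt-low, through conflux AE and pre-hemogenic endothelium (pre-HE) to hemogenic endothelium (HE) and intra-aortic cluster cells (IAC). Venous endothelium (VE) was split in the same way, and 1624 wild-type and 1406 SP3-null cells were other endothelium. The deposited table also calls 1 wild-type cell a fetal liver stem cell, which entered only the counts over all cells. As each genotype was captured once, genotype, pool of embryos and library cannot be told apart in any comparison below.

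Sp3 transcripts were lower in the SP3-null library but remained present. In the summed endothelial cells Sp3 (ENSMUSG00000027109, chromosome 2, 72936430 to 72980446) stood at 46.3 CPM (95% interval 44.2 to 48.4) in the wild-type and 35.6 CPM in the SP3-null library, from 1947 and 1405 UMIs. The log2 ratio was -0.38 (-0.48 to -0.28). The ratio was below 0 in all 9 classes, between -0.33 in conflux AE and -0.56 in pre-HE, with the counting interval below 0 in 6. With each cell thinned to the same number of UMIs it was 0.15 in conflux AE, -0.16 in Wnt-high AE and -1.15 in HE, so that the level within a class is uncertain. The kit reads the 3' end of transcripts, and the extent of the deletion was not given in the sources used here, so that the level does not check the genotype labels. Among relatives, Sp1 was at 30.7 CPM in both libraries (log2 ratio 0.00, -0.11 to 0.11), Sp4 had a log2 ratio of 0.14 (-0.10 to 0.39) and Maz, a zinc finger factor that also binds GC-rich sites, one of -0.08 (-0.17 to 0.01). The SP and KLF family as a list includes Sp3 and Klf2 and had a median log2 ratio of -0.07, at percentile 7.93 of random lists, of -0.14 with the classes weighted alike and of -0.030 over all cells. The sum over that list was lower in 8 of 9 classes, with the counting interval below 0 in 7.

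The next comparison asked whether cells of the SP3-null library were spread differently over the trajectory. Among cells from AE to IAC, AE made up 64.8% of 1450 wild-type cells and 70.6% of 1306 SP3-null cells, a difference of 5.84 percentage points (2.29 to 9.36). Pre-HE made up 9.38% and 7.04%, a difference of -2.33 points (-4.43 to -0.229). Conflux AE, the stage at which AE first carries CD44, made up 13.0% and 11.1%, HE 4.07% and 3.06%, and IAC 8.83% and 8.19%. The differences of these later stages were -1.86 points (-4.34 to 0.626), -1.01 points (-2.44 to 0.441) and -0.635 points (-2.77 to 1.51), so that none was detectable beyond counting error at this number of cells. The HE class held 59 and 40 cells. It counts sorted cells by class and does not measure functional HE, and the CD41 gate of the sort bears on the IAC share. The deposited table holds many more arterial cells than the study's own listing of cells per population, for a reason not found, while the stages from conflux AE on are close. Each share with AE in its denominator therefore depends on which arterial cells are counted. With all cells as the denominator the AE difference was 2.22 points (0.425 to 4.02).

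Step by step, the share of conflux AE in AE and conflux AE was 16.7% (95% interval 14.5% to 18.99%) in the wild-type and 13.6% (11.6% to 15.8%) in the SP3-null library. The difference of -3.09 points had a counting interval of -6.15 to -0.026, which came to span 0 among cells with at least 3000 UMIs (-6.02 to 0.134) and under 3 other filters of cells. The share of pre-HE in conflux AE and pre-HE was 42.0% and 38.8%, that of HE in pre-HE and HE 30.3% in both, and that of IAC in HE and IAC 68.4% and 72.8%. The differences of these later steps were -3.16 points (-11.5 to 5.33), 0.0466 points (-10.3 to 10.7) and 4.34 points (-5.98 to 14.4), none detectable at this number of cells. Conflux AE and pre-HE cells were shallower than other endothelial cells, with medians of 9248.5 and 9257.5 UMIs in the wild-type library.

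**Figure D1:**
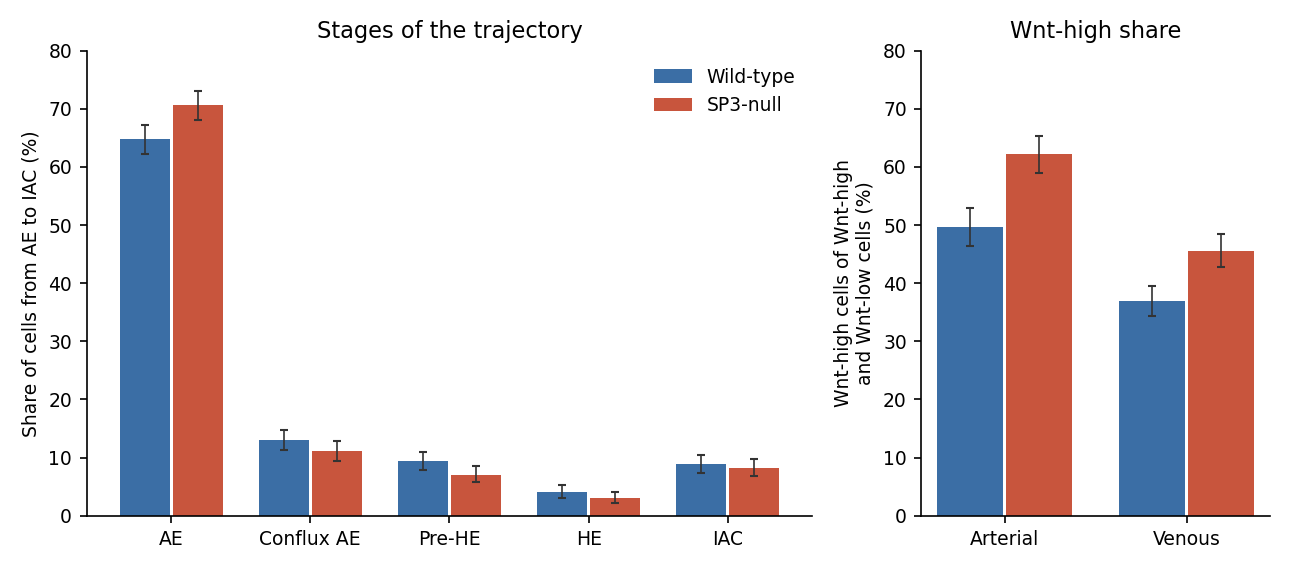
Share of cells per stage among cells from AE to IAC (left) and Wnt-high share of Wnt-high and Wnt-low cells in arterial and venous endothelium (right), in percent, for the wild-type (blue) and SP3-null (red) library, with exact 95% binomial intervals that cover counting error only. AE stood at 64.8% against 70.6%, and the Wnt-high share of AE at 49.7% against 62.3%.

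Wnt-high cells were more frequent in the SP3-null library in both vessel types. They made up 49.7% (46.5% to 52.98%) of the Wnt-high and Wnt-low AE of the wild-type library and 62.3% (59.0% to 65.4%) in the SP3-null library, a difference of 12.5 points (7.95 to 17.0). In VE the shares were 36.9% and 45.6%, a difference of 8.65 points (4.83 to 12.5). The arterial part of these 4 classes was 40.6% and 42.6%. Wnt-high VE cells were deeper in the SP3-null library, with a median of 19230 UMIs against 14475.5. These shares were not among the comparisons fixed beforehand.

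Along the trajectory, arterial genes were highest in conflux AE and pre-HE and hematopoietic transcription factors in HE and IAC, in both libraries. Arterial genes summed to 1623 CPM in wild-type and 1582 CPM in SP3-null Wnt-high AE, reached 5497 and 5379 CPM in conflux AE and 5065 and 5449 CPM in pre-HE, and stood at 1781 and 1334 CPM in HE and 193 and 211 CPM in IAC. Notch target genes had their highest sum in wild-type conflux AE at 636 CPM and in SP3-null pre-HE at 605 CPM. Hey2, a Notch effector, stood at 124 CPM in wild-type pre-HE and 136 CPM in SP3-null pre-HE. Hematopoietic transcription factors went from 591 CPM in wild-type Wnt-low AE to 1735 CPM in HE and 1739 CPM in IAC, and from 572 to 1629 and 1755 CPM in the SP3-null library. Runx1, which is required for blood cell formation from endothelium, was at 356 CPM in wild-type HE and 242 CPM in SP3-null HE (log2 ratio -0.55, -0.80 to -0.31), and at 283 and 289 CPM in IAC. Gfi1, a repressor acting downstream of Runx1, was at 72.9 and 72.6 CPM in HE. Ptprc, which encodes CD45, was at 69.7 and 86.4 CPM in IAC. Sex-linked genes differed as well, in directions that varied with the class. In HE, Xist had a log2 ratio of -1.17 (-1.37 to -0.97) and the summed Y-linked genes one of 1.83 (1.28 to 2.42), and in IAC they stood at -0.75 (-0.89 to -0.62) and 1.13 (0.90 to 1.37), while Xist was at 0.96 (0.82 to 1.10) in conflux AE, with Y-linked genes at -0.063, and at 0.42 (0.36 to 0.49) in Wnt-high AE, with Y-linked genes at -0.19 (-0.37 to -0.01). Ratios within a class are therefore not free of a difference in sex. Within HE, summed primordial germ cell genes (0.97, 0.48 to 1.48) and mesenchyme genes (1.26, 0.14 to 2.46) were also higher. The germ cell list includes Ifitm1, which is also listed as interferon-stimulated. Mitosis genes (-0.44, -0.52 to -0.36) were lower, and epithelial and mesonephric genes stood at -0.52 (-1.05 to 0.0043). Whether these differences bear on the Runx1 ratio in HE was not tested. Part of the arterial and venous list also served the authors' split of AE from VE, and is not independent of those classes.

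**Figure D2:**
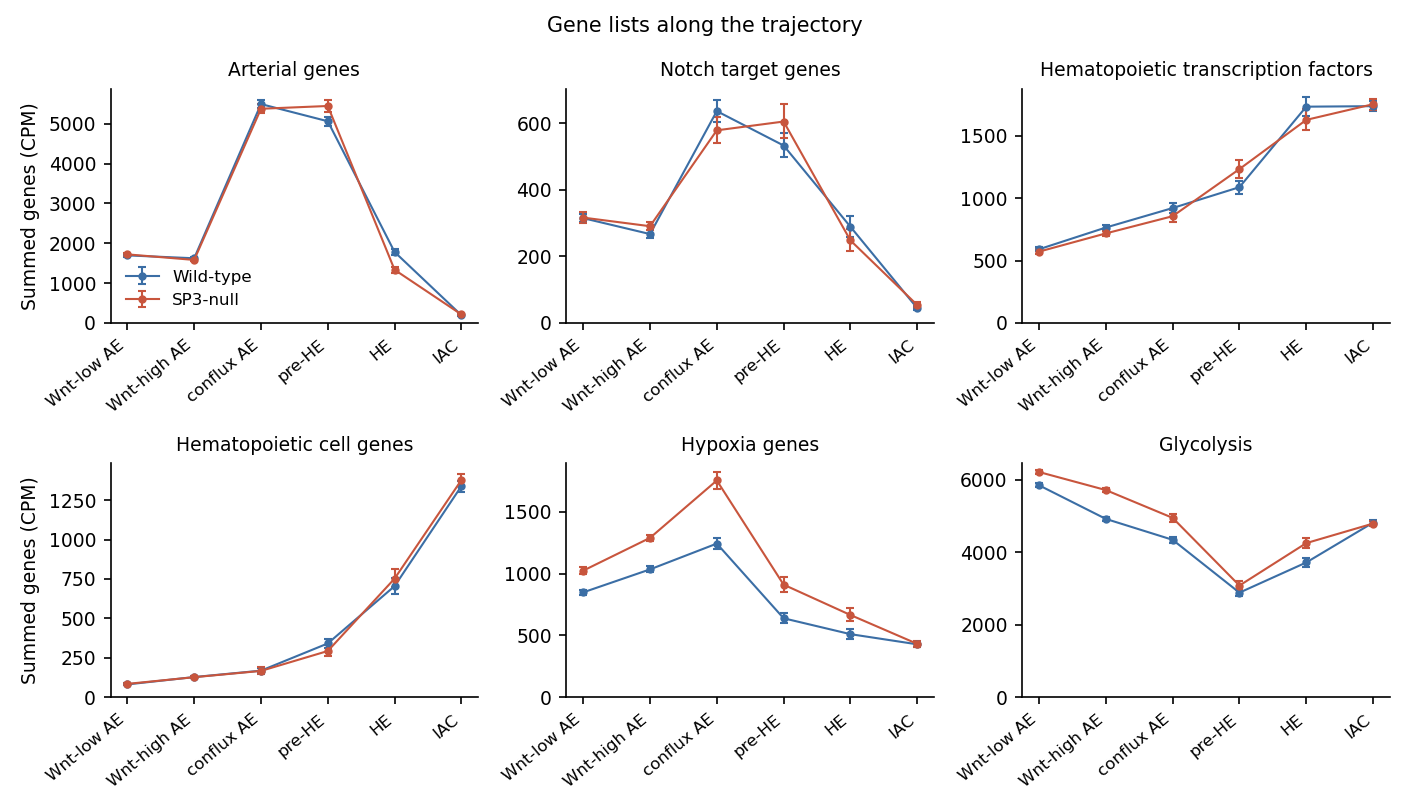
Summed expression of 6 gene lists (CPM, from 0) by stage from Wnt-low AE to IAC in the wild-type (blue) and SP3-null (red) library, with exact 95% Poisson intervals. Hypoxia genes stood at 1244 CPM in wild-type and 1755 CPM in SP3-null conflux AE, and at 428 and 432 CPM in IAC.

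In the summed endothelial cells most genes differed little between the libraries. These were 2639 wild-type cells with 42091263 UMIs and 2401 SP3-null cells with 39445990 UMIs. Of 10146 genes with at least 200 UMIs, the log2 ratios had a median of -0.02 and a central 95% range from -0.52 to 0.33. The highest ratio was that of Car4, a carbonic anhydrase, at 2.47 CPM (2.02 to 2.99) against 10.5 CPM, a log2 ratio of 2.09 (1.77 to 2.41). Vill, a villin-like actin-binding protein (chromosome 9, 119052729 to 119071525), followed at 1.996 (1.73 to 2.27). Slc2a3, which encodes the glucose transporter GLUT3 (chromosome 6, 122727809 to 122802363), was at 6.18 CPM and 20.002 CPM, with a log2 ratio of 1.70 (1.49 to 1.90). Isg15, an interferon-induced ubiquitin-like protein, stood at 1.74 (1.34 to 2.16). The other highest ratios were those of Platr5, Mtus2, 4933404O12Rik, Cfap44, Ackr2, Gm10093, Ccdc141 and Gm36028, between 1.76 and 1.12. Ccdc141 (chromosome 2, 77009902 to 77173769) lies within 10 Mb of Sp3.

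The lowest ratio was that of Acta2, smooth muscle actin, at 9.004 CPM against 1.17 CPM, a log2 ratio of -2.95 (-3.42 to -2.50). Of its 379 wild-type UMIs, 357 came from pre-HE, and 176 of them from 3 cells. Without the 3 pre-HE cells with the most Acta2 in each library the ratio was -2.71. Over all cells it was -0.52, while within HE it was 0.45 (0.21 to 0.69). In arterial endothelium alone it was -0.94, from 2 and 2 UMIs in Wnt-high AE and 4 and 1 in Wnt-low AE. These are too few to show a difference there. Zdhhc2, a palmitoyltransferase, had a log2 ratio of -2.51 (-3.10 to -1.97), Camk1, a calmodulin-dependent kinase, of -1.83 (-2.14 to -1.54) and Ccdc112 of -1.67 (-2.04 to -1.31). With the classes weighted alike Ccdc112 stood at -1.04. Also among the 12 lowest, between -1.43 and -1.24, were Dzip1l, Mgst1, Anxa4, Rspo3, Pfkm, Apobec3, Snhg18 and Fam177a. Rspo3, a secreted enhancer of Wnt signalling, stood at 6.63 CPM against 2.66 CPM, and Pfkm, the muscle isoform of phosphofructokinase, at 3.56 CPM against 1.45 CPM. Several of these ratios moved with the setting. With the classes weighted alike Mgst1 was at -0.80, Apobec3 at -0.93 and Snhg18 at -1.61. In arterial endothelium alone Dzip1l was at -0.84, Snhg18 at -0.86 and Mgst1 at -1.79. Rspo3 was at -0.88 with each cell weighted alike.

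**Figure D3:**
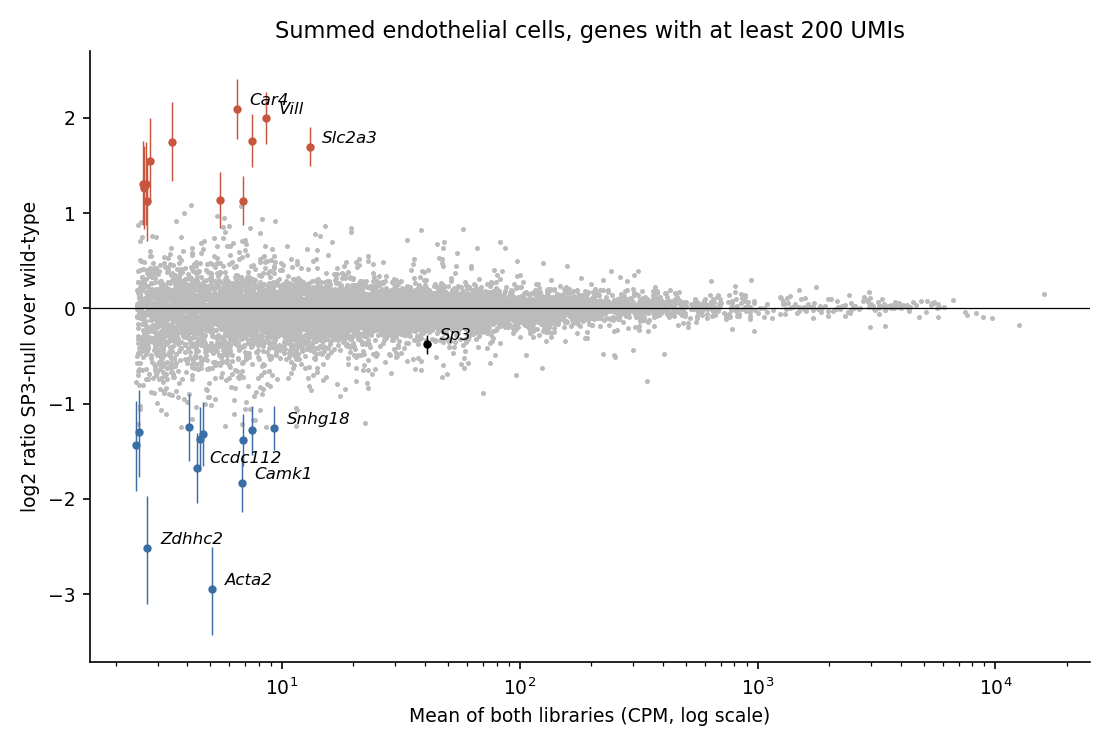
Log2 ratio SP3-null over wild-type in the summed endothelial cells against mean expression (CPM, log scale) for the 10146 genes with at least 200 UMIs (grey), with the 12 highest (red) and 12 lowest (blue) ratios and Sp3 (black) and their 95% counting intervals. Acta2 lies at -2.95 and Car4 at 2.09, and Sp3 lies at -0.38.

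Most of these differences were present in many classes. Vill was higher in the SP3-null library in all 9 classes, with the counting interval above 0 in 8. Slc2a3 was likewise above 0 in all 9, with a log2 ratio from 0.01 in IAC to 1.93 in Wnt-low VE. Mtus2, Cfap44 and Gm36028 were also higher in all 9, with the counting interval above 0 in 5, 4 and 6. Some of these classes held very few UMIs, as Cfap44 with 0 and 1 in HE and Mtus2 with 4 and 4. Zdhhc2, Camk1, Ccdc112, Anxa4, Pfkm, Snhg18 and Fam177a were lower in all 9 classes. The interval was below 0 in 8 of them for Camk1, in 7 for Ccdc112, Anxa4 and Snhg18, and in 6 for Zdhhc2. It was below 0 in 5 for Fam177a and in 3 for Pfkm. Car4 was mostly found in Wnt-high cells, with 27.3 CPM in SP3-null Wnt-high AE against 7.23 CPM in the wild-type. The classes come from the same libraries, so a like direction in several classes is not replication.

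**Figure D4:**
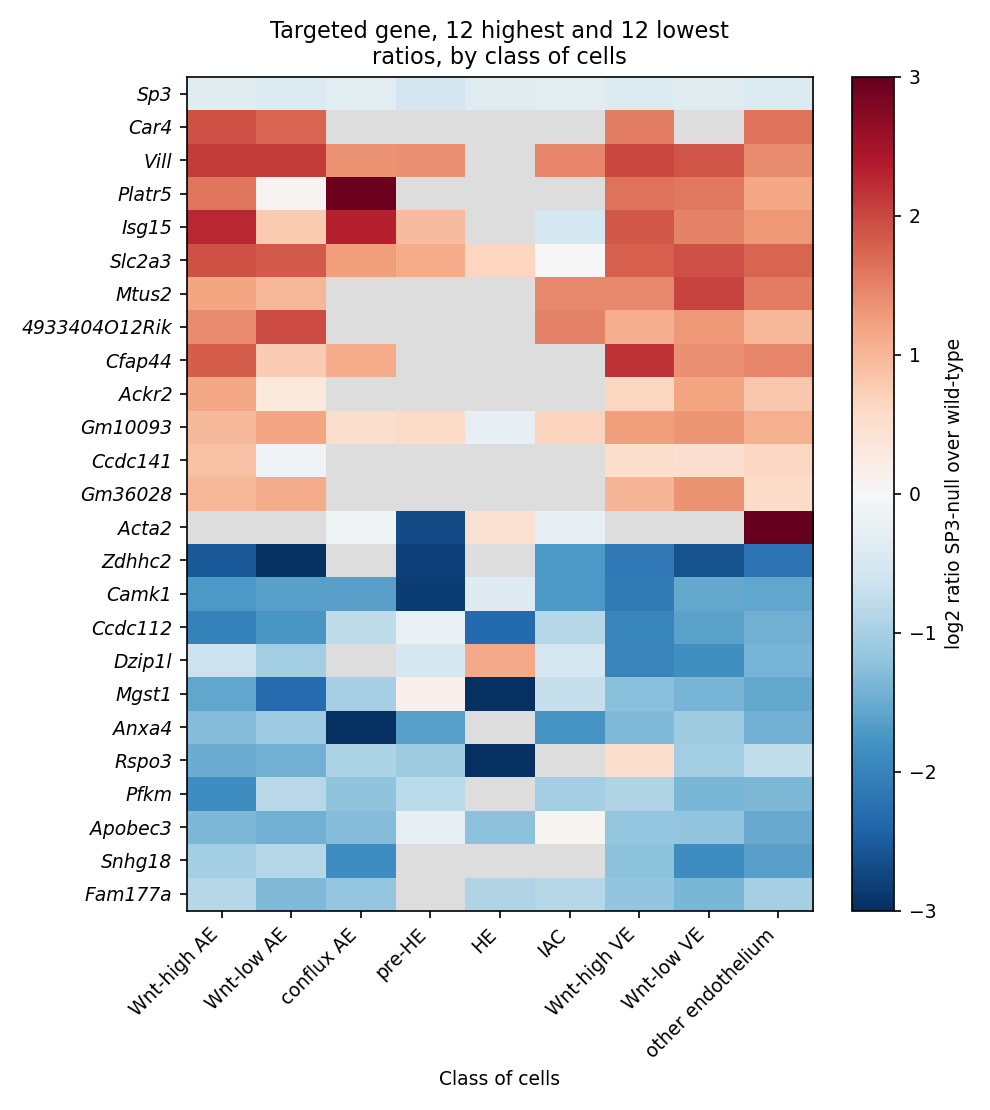
Log2 ratio SP3-null over wild-type (colour, blue lower and red higher) of Sp3 and the 24 genes with the highest and lowest ratios (rows) in each of the 9 classes (columns), with grey for fewer than 10 UMIs over both libraries or none in one of them. Zdhhc2 and Camk1 are blue and Vill is red wherever they are drawn, while Acta2 is darkest blue in pre-HE, at -2.69.

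Genes induced by low oxygen were higher in the SP3-null library. Of 17 hypoxia genes, 13 had ratios above 0, with a median log2 ratio of 0.26 that was higher than all 10000 random lists. Slc2a1, which encodes GLUT1, stood at 272 CPM against 359 CPM (log2 ratio 0.40, 0.36 to 0.43), and Adm, which encodes adrenomedullin, at 14.3 CPM against 24.8 CPM (0.80, 0.65 to 0.95). P4ha2, a collagen prolyl hydroxylase, went the other way at -1.10 (-1.50 to -0.72). Summed over the list, the counting interval was above 0 in 8 of the 9 classes, from 0.25 in Wnt-high VE to 0.51 in pre-HE, and in IAC the log2 ratio was 0.01. These sums weigh abundant genes most, and the median over hypoxia and glycolysis genes together was 0.045 in pre-HE and -0.046 in IAC. The list holds Pdk1 (0.52), which lies within 10 Mb of Sp3. Glycolysis genes, which share Slc2a1 with the hypoxia list, had a median of 0.16 with 12 of 16 above 0, also higher than all random lists, and of 0.081 in arterial endothelium alone. Ldha, lactate dehydrogenase, had a log2 ratio of 0.30 (0.28 to 0.32) and Pkm, pyruvate kinase, one of 0.23 (0.21 to 0.26). Genes of oxidative phosphorylation in the nucleus had a smaller median of 0.06 with 28 of 33 above 0, and mitochondrially encoded genes one of -0.09 with 12 of 13 below 0. The latter stood at -0.0095 with the classes weighted alike and -0.16 in venous endothelium, and their sum was higher in conflux AE (0.08, 0.07 to 0.09) and pre-HE (0.19, 0.18 to 0.20).

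Arterial genes were lower in the summed cells, where 16 of 19 had ratios below 0 and the median was -0.19, lower than all 10000 random lists. Gja5, a gap junction protein of arteries, stood at 44.3 CPM against 28.4 CPM (log2 ratio -0.64, -0.75 to -0.53) and Efnb2 at 128 CPM against 110 CPM (-0.21, -0.27 to -0.16), while Jag1 was at 0.23 (0.14 to 0.32). With the classes weighted alike the median of the list was 0.00995, and in Wnt-high and Wnt-low AE alone it was -0.018, so that the lower value depended in part on the mix of classes in the sum. In venous endothelium alone it was -0.11, and within Wnt-high VE the sum over the list had a log2 ratio of -0.17 (-0.22 to -0.12). Of 11 hematopoietic transcription factors 8 were below 0, with a median of -0.18 that became -0.035 with the classes weighted alike. Mecom was at -0.23 (-0.31 to -0.16) and Lmo2 at 0.04 (0.00 to 0.07). Cd44, which the study used to enrich HE, was at 6.49 CPM against 3.40 CPM (-0.93, -1.24 to -0.63), and within conflux AE at 34.7 CPM against 20.2 CPM (-0.78, -1.44 to -0.15). It stood at -0.34 (-0.82 to 0.11) within pre-HE and at 0.01 within HE, at -0.46 with the classes weighted alike and at -0.35 over all cells. Venous genes had a median of -0.06 at percentile 12.7, although their sum was 1154 CPM against 1162 CPM, and Notch target genes had a median of -0.06 at percentile 31.2 and of 0.029 in arterial endothelium alone.

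Wnt target genes had a median log2 ratio of 0.24 (counting range 0.02 to 0.29) over 9 measured members, 6 above and 3 below 0, at percentile 99.99 of random lists. In venous endothelium alone the median was 0.071. The most abundant member, Ccnd1, was at -0.045 (-0.08 to -0.01). Nkd1, a feedback inhibitor of Wnt signalling, stood at 27.7 CPM against 49.1 CPM (0.82, 0.72 to 0.93) and Lef1 at 86.1 CPM against 103 CPM (0.26, 0.19 to 0.32), while Myc was at -0.28 (-0.46 to -0.11). Wnt target expression also sets Wnt-high apart from Wnt-low cells, so this list is not independent of those shares. Genes of DNA replication had a median of -0.10, with 18 of 23 below 0, at percentile 0.12. The median was -0.29 in arterial and -0.0035 in venous endothelium alone. In the sum over that list the log2 ratio was -0.26 in Wnt-high AE and 0.05 in Wnt-high VE.

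Genes that respond to blood flow were compared because blood cell emergence depends on flow. Klf2, the flow-induced transcription factor, stood at 269 CPM (264 to 274) in the wild-type and 229 CPM in the SP3-null library, a log2 ratio of -0.23 (-0.27 to -0.19). It was below 0 in 8 of 9 classes, with the counting interval below 0 in 7, and at 0.07 in conflux AE. In Wnt-high and Wnt-low AE together the log2 ratio was -0.11. Nos3, endothelial nitric oxide synthase, had a log2 ratio of -0.15 (-0.26 to -0.05), Cav1, caveolin, of -0.17 (-0.25 to -0.09) and Nfe2l2 of -0.12 (-0.21 to -0.03). Cav1 stood at 0.046 with the classes weighted alike and at 0.028 in venous endothelium. Nos3 stood at -0.043 in venous endothelium and was above 0 in 3 of 9 classes. Nfe2l2, which lies within 10 Mb of Sp3, was below 0 in all 9. Over the 10 measured flow genes the median was -0.11, with 7 below 0, at percentile 1.55, but it was 0.015 in venous endothelium alone. The sum over the list was lower in all 9 classes, with the counting interval below 0 in 7, among them Wnt-high VE (-0.16) and Wnt-low VE (-0.095). These sums weigh Klf2 most, which held 11332 of the 25098 UMIs of the list in the wild-type summed cells.

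Cells with markers of other types were few. Cells with at least 2 of 4 neural markers numbered 16 in the wild-type and 22 in the SP3-null library, of which 3 and 4 lay in the HE class. In the summed endothelial cells, however, neural genes summed to 156 CPM against 115 CPM, with Stmn2 at -0.69 (-0.76 to -0.63) and Nnat at 0.15 (0.05 to 0.26). Stmn2 held 5010 of the 6547 wild-type UMIs, and the list median was 0.14, with 2 members above and 1 below 0. The wild-type sum was highest in pre-HE (906 CPM) and conflux AE (754 CPM), where 0 cells of either library had neural markers. The sum therefore does not count neural cells. The neural sum was lower in 6 of 9 classes, among them pre-HE (-0.57). It was higher, with the counting interval above 0, in Wnt-high AE (0.33, 0.19 to 0.46) and HE (0.28). Epithelial and mesonephric genes summed to 3.18 CPM against 1.29 CPM, with Krt18 at -1.91 (-2.71 to -1.17), and were lower in all 9 classes, with the counting interval below 0 in 3, among them pre-HE (-1.23, -2.07 to -0.47). Macrophage marker cells numbered 7 and 9, nearly all in IAC. Megakaryocyte marker cells numbered 28 and 12, of which 23 and 12 were IAC. Summed mesenchyme genes were higher in 6 of 9 classes, with the counting interval above 0 in 3 and below 0 in 0. The 3 were Wnt-high AE (0.99), conflux AE (2.20, from 5 and 16 UMIs) and HE (1.26, from 11 and 21 UMIs). Summed germ cell genes were lower in 7 of 9 classes, with the interval below 0 only in pre-HE (-0.90). They were higher in HE (0.97) and IAC (0.45), in IAC at 410 CPM against 560 CPM. The germ cell list shares Ifitm1 with the interferon-stimulated genes, so these sums do not count germ cells. How much of the sums in HE and IAC came from Ifitm1 was not examined. Hemoglobin and erythroid genes had a median log2 ratio of -0.44, with Hba-x at 17.2 CPM against 10.8 CPM, but their sum was 115 CPM against 123 CPM, with Hbb-y at 35.3 CPM against 39.7 CPM and Car2, a carbonic anhydrase, at 37.3 CPM against 53.9 CPM. By class, the sum over the list had its counting interval below 0 in 2 of 9 classes and above 0 in 2. The log2 ratio was -1.29 (-1.47 to -1.11) in Wnt-low AE, 0.18 (0.08 to 0.28) in Wnt-high AE and 0.29 (0.18 to 0.41) in Wnt-high VE. In the summed cells, genes of BMP and TGF-beta signalling (median -0.015, percentile 44.9), VEGF and angiopoietin signalling (-0.0035, 56.9), cholesterol synthesis (-0.023, 48.0) and inflammatory signalling (-0.043, 33.1) lay in the middle range of random lists. With the classes weighted alike the BMP list stood at 0.053 and the VEGF list at 0.092. The VEGF list was at 0.085 in arterial and -0.054 in venous endothelium alone. Ribosomal protein genes had a median of 0.022 at percentile 94.1, heat shock genes one of -0.05 at percentile 2.12 and immediate early genes one of -0.10 at percentile 1.965. The heat shock sum had its counting interval below 0 in 8 of 9 classes and above 0 in 0. For the immediate early sum it was below 0 in 6 and above 0 in 1.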

Values the study reported

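The study reported that the frequency of functional HE cells among CD44-expressing endothelial cells, grown ex vivo, was reduced by 75% in SP3-null embryos relative to wild-type embryos. Counting by confocal microscopy, it also reported fewer HE cells in the aortic wall and fewer IAC cells in the lumen of SP3-null embryos.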

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

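The comparison of classes with each other was made after the class values were seen. For 3 named genes the classes went in opposite directions, with counting intervals on either side of 0. The difference between classes was not tested, since each genotype has 1 library. Acta2 had a log2 ratio of -2.69 in pre-HE and of 3.08 in other endothelium. In pre-HE it was found in 41 of 136 wild-type and 14 of 92 SP3-null cells, and in other endothelium in 6 of 1624 and 9 of 1406 cells, where 1 SP3-null cell held 33 of 58 UMIs. In HE it was at 0.45. Nr2f2, a venous transcription factor, stood at 1.29 in pre-HE, from 12 and 17 UMIs, and at -3.05 in IAC, from 40 and 4 UMIs. In IAC 3 cells held 26 of the 40 and 3 cells all 4, and in pre-HE 3 cells held 9 of the 12 and 3 cells 10 of the 17. Nrp1, a VEGF co-receptor, stood at 0.26 in pre-HE and -0.43 in HE. Sex-linked genes also differed within these classes, with Y-linked genes at 0.38 in pre-HE, 1.83 in HE, 1.13 in IAC and 0.25 in other endothelium, and Xist at 0.42, -1.17, -0.75 and -0.20.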

How the results depend on the processing

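Other endothelium added, filters on doublet scores or marker cells, and the filters for Wnt-high shares were chosen after seeing the data. Sp3 ranged from -0.42 to -0.34, the AE share difference from 2.22 to 6.77 points, the step to conflux AE from -3.63 to -2.85 points, with the interval spanning 0 for cells with at least 3000 or 10000 UMIs and without cells of high doublet scores or foreign markers, and the Wnt-high difference in AE from 11.5 to 12.7 points. With all deposited cells as denominator the AE share difference was 2.22 points. In thinned cells the Sp3 log2 ratio was -1.15 in HE and -0.29 in other endothelium, and 0.15 in conflux AE, and the cause was not tested. The Scrublet calls left out 1 cell, so that alternative says nothing about doublets. Clustering at other resolutions was not run, because classes were deposited.

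Of the 24 genes with the highest and lowest ratios, 14 were among them with classes weighted alike, 14 over all cells, 8 in arterial and 9 in venous endothelium, 6 with at least 50 UMIs, 1 with at least 1000 UMIs and 0 with no minimum, where other genes compete. The median of arterial genes was 0.00995 with classes weighted alike, -0.11 over all cells, -0.018 in arterial endothelium, -0.11 in venous endothelium and -0.11 with other endothelium added. Notch target genes stood at 0.029 in arterial endothelium, flow genes at 0.015 in venous endothelium and -0.048 with other endothelium added, and hematopoietic transcription factors at -0.035 with classes weighted alike. Hypoxia genes stood at 0.36 with classes weighted alike and 0.18 in venous endothelium. Glycolysis genes stood at 0.18 with TMM, DESeq2 factors and other endothelium added, 0.21 with each cell weighted alike, 0.13 with classes weighted alike, 0.081 in arterial and 0.19 in venous endothelium. With classes weighted alike Cav1 was at 0.046, Hey2 at 0.059 and Nrp1 at 0.10, and Cav1 was at 0.028 in venous endothelium. Actin genes stood at 0.0088 over all cells and 0.0049 with other endothelium added, apoptosis genes at 0.0015 and hepatic genes at -0.11 over all cells. The cause was not tested except where the weighting of classes itself shows it. No paired analysis was possible because each genotype has 1 library. Conflux AE and pre-HE were the shallowest per cell, and HE had the fewest cells, 59 and 40.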

Other observations

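Most HOX genes, which mark position along the body axis, were lower in the SP3-null library, a set looked at only after the data were seen and not compared with random lists. Of 18 measured HOX genes, 16 had ratios below 0, 14 of them with the counting interval below 0 and none above it. The 16 include Hoxd8 (-0.47) and Hoxd9 (-0.11), and Hoxd3os1, named after the same cluster, lies within 10 Mb of Sp3. The median log2 ratio was -0.35, and -0.30 with the classes weighted alike. Hoxa9 stood at 26.8 CPM against 17.1 CPM (-0.65, -0.78 to -0.51), Hoxa5 at 16.8 CPM against 12.2 CPM and Hoxb4 at 30.4 CPM against 24.7 CPM. Hoxa4 was at 0.0071 and Hoxc9 at 0.054. Of 11 interferon-stimulated genes 7 had ratios above 0, with a median of 0.026 (-0.04 to 0.25), and of 0.46 in arterial endothelium alone. The sum over the list was higher in all 9 classes, with the counting interval above 0 in 7. Bst2 was at 0.41 (0.34 to 0.48), Ifitm1 at -0.78 (-1.32 to -0.27) and Ifitm2, the most abundant, at -0.039.

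The explanations below were weighed for 3 patterns, and all tests were chosen after the pattern was seen. Of these, the tests on Wnt-high marker genes and on UMIs per cell were set down before their result was seen, and the others after it.

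Genes with large differences lay close to Sp3 on chromosome 2, where 8 of 61 genes within 10 Mb (13.1%) were at least 0.5 log2 units apart, against 3.77% of all genes with a position. This share lay at the 99.6th percentile of 9428 windows centred on other genes, and Osbpl6 at -1.21, Ccdc141 at 1.13, Rbm45 at 0.79 and Itga4 at 0.71 were among the 8. A chromosome segment of the strain in which the targeted allele was made, carried along with it, is a candidate explanation that needs such a share. Elsewhere, 4 pairs within 1 Mb were found among the 60 genes with the largest differences, against a median of 3 in random lists, and since a haplotype can alter a single gene, a number near chance leaves strain haplotypes open, a reading settled after the number was seen. An unequal mix of male and female cells moves a gene within a class no further than Xist or the Y-linked genes. This was examined in 3 tests, of which sums over the 8 decided nothing. All 8 went the same way in Wnt-high AE and Wnt-low VE, and 0 had intervals on opposite sides of 0. Between these classes Xist turned from 0.42 to -0.13 and the Y-linked genes from -0.19 to 0.38. Some of the 8 had too few UMIs to show such a turn, as Ccdc141 with 9 and 10 in Wnt-low VE. In the last test, Pdk1, Rbm45, Osbpl6 and Ccdc141 had counting intervals outside the range of sex-linked genes in 1 or both classes. The 8 were chosen for large ratios in the summed cells, which hold both classes. This choice favours like directions and values outside that range. In the summed cells Xist stood at 0.16 (0.13 to 0.19) and the Y-linked genes at 0.14 (0.06 to 0.22). Each of the 8 was chosen to be at least 0.5 log2 units apart there. Because of this choice these tests cannot decide, and a sex mix stays open for all 8. Of the other 4 genes, 0 had intervals on the same side of 0 in both classes. Effects of SP3 itself also stay open.

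The larger Wnt-high share may reflect the cells, the embryos pooled or the placement of the cells on the reference. Labels that moved without a difference in expression are argued against, because 50 genes that mark Wnt-high over Wnt-low cells in wild-type VE, with the Wnt list left out, had a median log2 ratio of 0.22 (0.14 to 0.28) in all AE, near the 0.23 that the shares alone give, with 43 of them above 0. The classes were themselves assigned from expression, so placement that follows a difference in expression between the libraries was not tested. For AE, depth is argued against as well, since within 10 bins of UMIs per cell the difference was 12.8 points (8.18 to 17.3), against 12.5 points without bins. VE cells were not binned, so depth stays open there. Among VE cells with at least 10000 UMIs the difference was 11.2 points (6.46 to 15.9), against 8.65 points over all VE cells. Whether the larger Wnt-high share comes from the genotype or from the embryos and dissections that went into each pool was not tested.

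The higher hypoxia and glycolysis genes may come from the genotype, or from oxygen supply or timing of the embryos in each pool, which the design does not separate. A different mix of classes is argued against, since with classes weighted alike the median over the 32 genes was 0.15 (0.08 to 0.33). More dissociation stress in the SP3-null cells is also argued against, since immediate early genes had a median log2 ratio of -0.10, with its counting interval below 0, although their sum was higher in HE (0.17, 0.05 to 0.28), a class outside the summed cells in which hypoxia genes were also higher. Handling of the embryos before dissociation stays open.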
